A study of Danio rerio with 20 samples.

How the data were processed

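RNA was measured in 4 cell populations sorted from retinas of zebrafish embryos at 42 hours post fertilization, with 5 libraries per population and 20 libraries in all. Per the labels' protocols, the embryos carried 3 fluorescent reporters, driven by regulatory regions of ath5 (the gene now named atoh7), crx and ptf1a. Cells were separated by flow cytometry into photoreceptors (ath5 and crx reporters on, ptf1a off), retinal ganglion cells (only ath5 on), amacrine and horizontal cells (ath5 and ptf1a on, crx off) and progenitors (all 3 off). Each library was made from 500 cells, and 25 retinas were pooled per replicate, per the labels' protocols. Polyadenylated RNA was amplified by the SmartSeq-2 method and sequenced on a NextSeq instrument, per the labels' protocols.

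The authors deposited a table of read counts per gene and library. Reads had been aligned with GSNAP to the zebrafish assembly GRCz11 and counted with featureCounts over the exons of Ensembl release 95, per the file headers. Counting ignored strand, required a mapping quality of at least 1, and left out reads that mapped to several places or overlapped several genes, per the file headers. Genes that share sequence with a close paralog, and genes that overlap a neighbour on either strand, can therefore be counted too low or be given reads of the neighbour. The deposited counts carried no normalization, and whole numbers were found throughout. The table also held the summed exon length of each gene, per the file headers, which was not used here. It had 32612 features, of which 32520 were Ensembl genes and 92 were synthetic spike-in sequences. Spike-ins reached at most 1.9e-05% of a library and were left out of the tests. All 20 count columns were assigned to a labelled sample, and 0 were left unassigned. The 20 columns were checked for duplicated libraries, and none was found.

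Gene symbols came from a table of Ensembl identifiers and symbols, which matched 29201 of the 32520 genes. In that table, 1719 symbols were shared by several genes, 6136 in all. Symbols printed in capitals are human-style names of that table and may belong to several zebrafish paralogs, so the identifier is what defines the gene. Coordinates are those of the deposited table, on GRCz11, and span the gene from its first to its last exon.

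Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as the factor, which left 13838, and libraries were scaled with TMM factors. The design had 1 mean per group and no covariate, fitted to all 20 libraries so that the groups shared an estimate of the spread. The 6 pairwise comparisons were tested with the quasi-likelihood test (glmQLFit and glmQLFTest, 2-sided), with p-values adjusted by the method of Benjamini and Hochberg over the genes tested. The threshold was an adjusted p under 0.05. A gene was called enriched in a group when it passed the threshold with a log2 fold change of at least 1 towards that group against each of the other 3. Genes higher in all 3 neuron groups had to meet the same limits against progenitors. Values in CPM are counts per 1e+06 of the TMM-scaled library total, and totals are given in M (1e+06 counts). Standard errors of log2 fold changes are the size of the estimate divided by the square root of the quasi-likelihood F statistic.

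Gene lists for photoreceptors, retinal ganglion cells, amacrine and horizontal cells, progenitors and the cell cycle were taken from general knowledge of the retina. A list gene counted when it passed the threshold towards its group against each of the other 3 groups, with no fold minimum. The lists, the tests, the alternatives and the rule for the genes named were fixed before the data were examined. The lists held 15, 15, 16, 13 and 25 genes, of which 14, 14, 16, 10 and 24 were found. A list gene was matched on its symbol, on the symbol in capitals, or on the symbol without its paralog letter, and had to be the only match on the chromosome that the RefSeq gene table of assembly GRCz12tu gives for it, where that table gives one. It gives none for tulp1a and isl1, each of which had a single match by symbol. The symbols otx5, pou4f3, her6, her9, dla and rrm2 matched no gene. Named genes were the 3 reporter genes, genes of these lists, and genes chosen by the size of their fold change. The last set held the 5 genes per group, and the 5 higher in all 3 neuron groups, whose smallest fold change over the 3 comparisons was largest. It also held the gene with the largest change in each direction of each pairwise comparison. All of these had to pass the threshold, to have no overlap between libraries of the groups compared, and to average at least 10 CPM in the higher group. Genes higher in all 3 neuron groups had to reach that mean in each neuron group. Genes without a symbol were passed over. A gene named outside this rule is said to have been chosen after its values were seen.

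A list score, added after the data were examined, was the mean of log2 of CPM plus 1 over the list genes tested. These were 12 photoreceptor, 14 ganglion cell, 14 amacrine and horizontal, 10 progenitor and 24 cell cycle genes. Found genes that failed the filter on low counts were left out. Scores of these lists were compared with an exact 2-sided permutation test of the difference of means, which with 5 libraries against 5 can give no p below 0.0079. Principal components and variance shares used log2 CPM (prior count 2) of the 1000 most variable genes. The variance share of a factor was that of squared distances between libraries, tested with 1e+05 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps.

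Total counts per library ran from 21.2 to 30.8 M. A count of 3, taken as the most that a count of 0 allows, corresponded to 0.097 to 0.142 CPM before scaling. Where every library of a group had 3 counts or fewer, the fold is given as a lower bound, computed against the highest TMM-scaled CPM of 3 counts in that group. That value was 0.149 in photoreceptors, 0.137 in retinal ganglion cells, 0.148 in amacrine and horizontal cells and 0.129 in progenitors. Reads of amplified cDNA without molecular identifiers are not independent molecules, so these floors cover counting error only.

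The test was tried on simulated counts drawn from the means, totals and spread of these libraries, with 200 genes changed between groups of 5. Only genes of high mean count were changed, so the shares called do not cover genes of low count. In 13313 genes, edgeR called 6 of 58 genes changed 2-fold (10.3%), 47 of 73 changed 4-fold (64.4%) and 56 of 69 changed 8-fold (81.2%). It called 3 of the 13113 unchanged genes. DESeq2 1.42.0 called 25.9%, 84.9% and 91.3% of the same sets and 81 unchanged genes. In 10 simulated draws of groups with no difference, of which the first had 13314 genes to test, at most 1 gene passed in a pairwise comparison and at most 1 was higher in all 3 neuron groups. The simulation gave all groups the same spread for a gene, while the spread of the real groups differed. False calls under unequal spread were therefore not covered.

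The replicate number was taken to pair the libraries, because the labels' protocols describe 1 pool of retinas per replicate from which the 4 populations were sorted. Deviations from the group means correlated weakly within the 30 pairs of same-numbered libraries. The mean r across genes was 0.034, with a range from -0.06 to 0.15, and it was above 0 in 24 pairs and over 0.1 in 2. Sample labels also carry a sequencing track number. The track numbers fell into 2 ranges, of which the lower held replicate 1 of all 4 groups and replicate 2 of all but the amacrine and horizontal cells.

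The alternatives tried were the DESeq2 Wald test, DESeq2 size factors or upper quartile factors in edgeR, no filter on low counts, and a filter at a mean of 50 counts. Others were the replicate number as a block, the track range as a covariate, fits with only the 2 groups compared, a threshold of 0.01, counts thinned to the smallest total, another fold minimum, and each library left out in turn. The voom method of limma 3.58.1 with library weights was chosen after seeing the data. Variance shares were recomputed with all genes, with 500 genes, with a prior count of 0.5 and with DESeq2 size factors. List scores were recomputed with pseudocounts of 0.1 and 10 and without TMM factors, chosen after seeing the data. GC content and gene length were not analysed here, and neither were reads of the reporter transgenes. Lists of marker genes of mesenchyme, endothelium, lens, pigment epithelium, erythrocytes, leukocytes and heart muscle were written down before their values were examined. Scores of these marker lists used every gene found. Their exact permutation test asked only for a higher score than in all other libraries. The group tested was progenitors or, for heart muscle, amacrine and horizontal cells.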

Results

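The data set held 20 libraries of polyadenylated RNA from cells sorted from zebrafish retinas at 42 hours post fertilization, with 5 libraries each of photoreceptors, retinal ganglion cells, amacrine and horizontal cells, and progenitors. Total counts averaged 24.4 ± 2.79 M in photoreceptors, 25.1 ± 2.37 M in retinal ganglion cells, 25.9 ± 3.44 M in amacrine and horizontal cells and 25.5 ± 3.41 M in progenitors (SD, n = 5 each). They ranged from 21.2 to 30.8 M over all 20 libraries. Genes with at least 1 count averaged 16641 ± 1607 in photoreceptors, 16201 ± 1074 in retinal ganglion cells, 14264 ± 1501 in amacrine and horizontal cells and 15622 ± 1573 in progenitors (SD, n = 5 each). The largest of the 6 differences between groups, 2377 genes between photoreceptors and amacrine and horizontal cells, had an exact permutation p of 0.0476 (2-sided), which became 0.191 after adjustment over the 6 comparisons. Mitochondrial genes took 3.93% to 15.8% of the counts of a library. Amacrine and horizontal replicate 1 had the highest total, 30.8 M, yet the fewest genes with at least 10 counts, 7031. Its 100 most abundant genes took 48.7% of its counts, and its TMM factor was 0.68, against 0.86 to 1.12 in the other 19 libraries.

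Whether libraries fell together by population was examined on the 1000 most variable genes. The population accounted for 50% of the variance between libraries (permutation p 2e-05), and the replicate number for 12.7% (permutation p 0.34). Of the alternatives, the use of all genes moved the share of the population most, to 33.0%. The first principal component held 25.8% of the variance and set the 5 progenitor libraries, at 65.1 to 94.5, apart from the 15 neuron libraries, at -51.22 to -1.69. The second component held 21.5% and ordered the neurons, with photoreceptors at -73.19 to -28.62, retinal ganglion cells at -11.31 to 19.2 and amacrine and horizontal cells at 32.1 to 91.8. Across genes, which are not independent replicates, the mean correlation between libraries of a group was 0.851 in photoreceptors, 0.848 in retinal ganglion cells, 0.818 in progenitors and 0.727 in amacrine and horizontal cells. Between groups it ran from 0.681 for amacrine and horizontal cells against progenitors to 0.802 for photoreceptors against retinal ganglion cells.

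**Figure D1:**
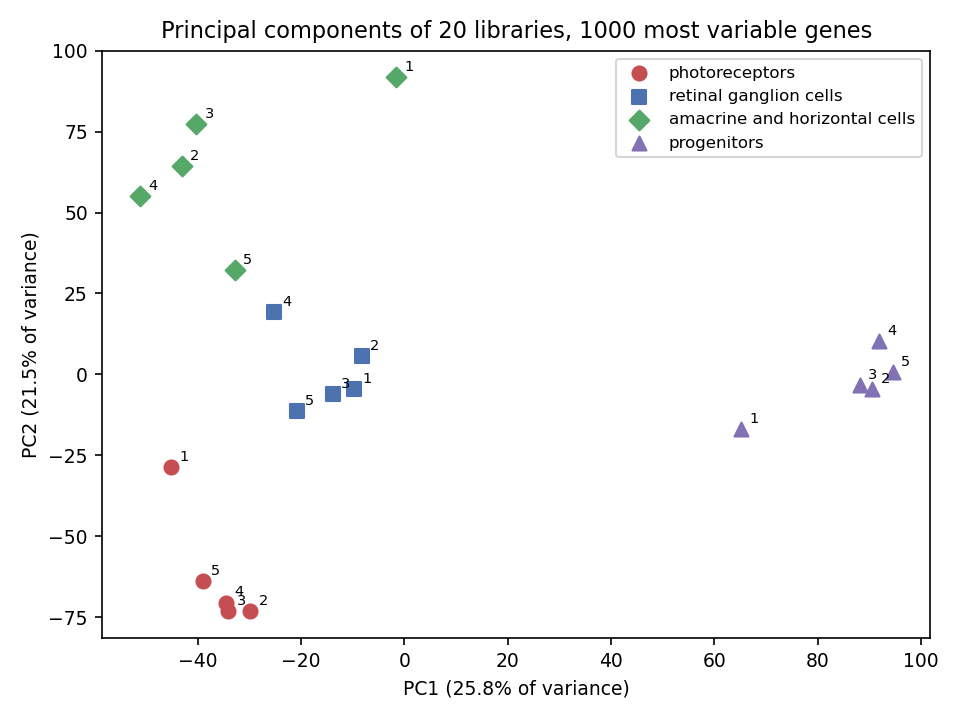
Principal components 1 and 2 of log2 CPM of the 1000 most variable genes, 1 point per library and 5 libraries per population. Progenitors lie at 65.1 to 94.5 on component 1 and all neuron libraries at or below -1.69, while component 2 orders the 3 neuron populations.

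The endogenous genes whose regulatory regions drive the reporters were examined first, as a check of the sample labels. The crx gene (ENSDARG00000011989, GRCz11 chromosome 5, 36932718 to 36936443) averaged 1278 ± 395 CPM in photoreceptors, 387 ± 64.0 in retinal ganglion cells, 579 ± 87.6 in amacrine and horizontal cells and 46.1 ± 30.1 in progenitors (SD, n = 5 each). It was higher in photoreceptors than in progenitors by 4.79 on the log2 scale (SE 0.36, adjusted p 4.29e-08) and than in retinal ganglion cells by 1.72 (SE 0.32, adjusted p 0.00378). Against amacrine and horizontal cells the difference was 1.14 (SE 0.31, adjusted p 0.0267). That last difference no longer passed the threshold in fits without photoreceptor replicate 4 (0.99), without amacrine and horizontal replicate 1 (1.05) or without amacrine and horizontal replicate 3 (1.13). In sorted cells without the crx reporter, crx was still higher than in progenitors, by 3.07 in retinal ganglion cells (SE 0.33, adjusted p 1.19e-05) and by 3.65 in amacrine and horizontal cells (SE 0.34, adjusted p 7.75e-07).

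The ptf1a gene (ENSDARG00000014479, chromosome 2, 29710857 to 29711761) averaged 200 ± 116 CPM in amacrine and horizontal cells, 183 ± 55.9 in retinal ganglion cells, 61.6 ± 46.1 in photoreceptors and 18.6 ± 15.2 in progenitors (SD, n = 5 each). It was higher in amacrine and horizontal cells than in progenitors by 3.43 on the log2 scale (SE 0.86, adjusted p 0.0131), but fell short of the threshold there in the fit with only those groups (3.39). Against photoreceptors it was higher by 1.70 (SE 0.80, adjusted p 0.206), which passed the threshold only without progenitor replicate 4 (1.71). No difference from retinal ganglion cells was detectable (0.13, SE 0.78, adjusted p 0.978), and its sign reversed without retinal ganglion replicate 4 (-0.02), amacrine and horizontal replicate 1 (-0.03) or amacrine and horizontal replicate 3 (-0.11), and in voom (-0.54). Retinal ganglion cells, sorted without the ptf1a reporter, had more ptf1a than progenitors by 3.30 (SE 0.85, adjusted p 0.0364), a difference that fell short of the threshold with the replicate number as a block (3.35), without retinal ganglion replicate 1 (3.20), 2 (3.15), 3 (3.37) or 5 (3.34), and without progenitor replicate 2 (3.12), 3 (3.28) or 5 (3.53).

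The atoh7 gene (ENSDARG00000069552, chromosome 13, 25449681 to 25450725) averaged 2377 ± 846 CPM in retinal ganglion cells, 1810 ± 1451 in amacrine and horizontal cells, 796 ± 226 in progenitors and 396 ± 361 in photoreceptors (SD, n = 5 each). No neuron group differed from progenitors past the threshold. The log2 difference was 1.58 in retinal ganglion cells (SE 0.51, adjusted p 0.104), 1.19 in amacrine and horizontal cells (SE 0.50, adjusted p 0.138) and -1.01 in photoreceptors (SE 0.50, adjusted p 0.338). The retinal ganglion difference passed the threshold in 5 alternatives, among them the replicate block (1.53), and without photoreceptor replicate 1 or amacrine and horizontal replicate 1 (both 1.58). The photoreceptor difference passed it with the replicate number as a block (-1.32), in voom (-1.90) and without photoreceptor replicate 1 (-1.70). Without amacrine and horizontal replicate 1, the amacrine and horizontal difference was 0.58. Compared directly, atoh7 was lower in photoreceptors than in retinal ganglion cells (-2.58, SE 0.52, adjusted p 0.00804). It was also lower than in amacrine and horizontal cells (-2.19, SE 0.52, adjusted p 0.0112), but short of the threshold in the fit with only those groups (-2.16). That last difference was -1.59 without amacrine and horizontal replicate 1 and -2.84 without photoreceptor replicate 1.

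**Figure D2:**
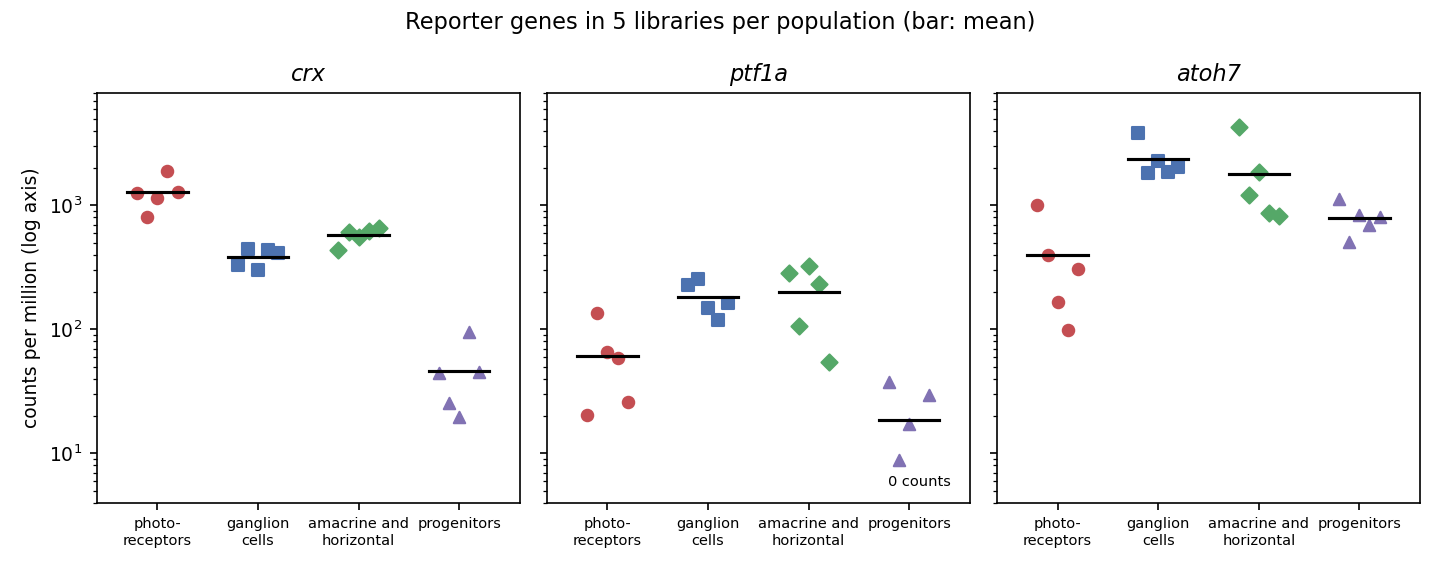
Values in CPM, on a log axis, of crx, ptf1a and atoh7 in the 5 libraries of each population, with bars at the means. Photoreceptors have the highest mean of crx (1278 CPM), ptf1a means of retinal ganglion and of amacrine and horizontal cells lie close (183 and 200 CPM), and ptf1a had 0 counts in progenitor replicate 4.

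Which genes differ between the sorted populations was tested for each pair over 13838 genes with edgeR's quasi-likelihood test. Against progenitors, 718 genes passed the threshold in photoreceptors (434 higher, 284 lower), 398 in retinal ganglion cells (275 higher, 123 lower) and 1540 in amacrine and horizontal cells (777 higher, 763 lower). Between photoreceptors and retinal ganglion cells 292 genes passed (116 higher in photoreceptors, 176 lower). Between photoreceptors and amacrine and horizontal cells 1205 passed (660 higher in photoreceptors, 545 lower). Between retinal ganglion cells and amacrine and horizontal cells 114 passed (83 higher in retinal ganglion cells, 31 lower). The 5 libraries of one group all lay above or below the 5 of the other in 1520, 1228, 1334, 1223, 1350 and 549 genes in the same order, or 3.97% to 10.98% of the genes tested, where chance gives 0.79%. Of the alternatives, voom moved a count most, from 718 to 2271 genes in photoreceptors against progenitors. As a ratio, its largest move was from 292 to 1789 genes between photoreceptors and retinal ganglion cells.

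The order of the 6 counts depended on the model. When each fit held only the groups compared, the counts against progenitors were 992 in photoreceptors, 691 in retinal ganglion cells and 600 in amacrine and horizontal cells. Of these, 593, 341 and 586 genes were among those of the fit to all groups. Between photoreceptors and retinal ganglion cells 764 genes passed in such fits, 268 of them shared. Between photoreceptors and amacrine and horizontal cells 553 passed, 522 of them shared, and between retinal ganglion cells and amacrine and horizontal cells 94 passed, 63 of them shared. The share of genes higher in photoreceptors than in retinal ganglion cells was 39.7% in the fit to all groups and 57.7% in the fit with only those groups, and retinal ganglion cells exceeded progenitors in 69.1% and 49.6% of genes and amacrine and horizontal cells in 72.8% and 53.2%. The common dispersion, fitted within a group, was 2.3 in amacrine and horizontal cells, 1.2 in progenitors, 0.82 in retinal ganglion cells and 0.81 in photoreceptors, and the shared fit used 1.26. With the track range as a covariate the 6 counts were 705, 437, 1434, 310, 1120 and 106.

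Single libraries moved several of these counts. Without amacrine and horizontal replicate 1, 1127 genes passed in photoreceptors against progenitors, 657 in retinal ganglion cells against progenitors and 527 between photoreceptors and retinal ganglion cells. Without progenitor replicate 5, 254 passed in retinal ganglion cells against progenitors. Without photoreceptor replicate 3, 698 passed between photoreceptors and amacrine and horizontal cells. Between retinal ganglion cells and amacrine and horizontal cells, 68 passed without retinal ganglion replicate 3 and 235 without amacrine and horizontal replicate 5.

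**Figure D3:**
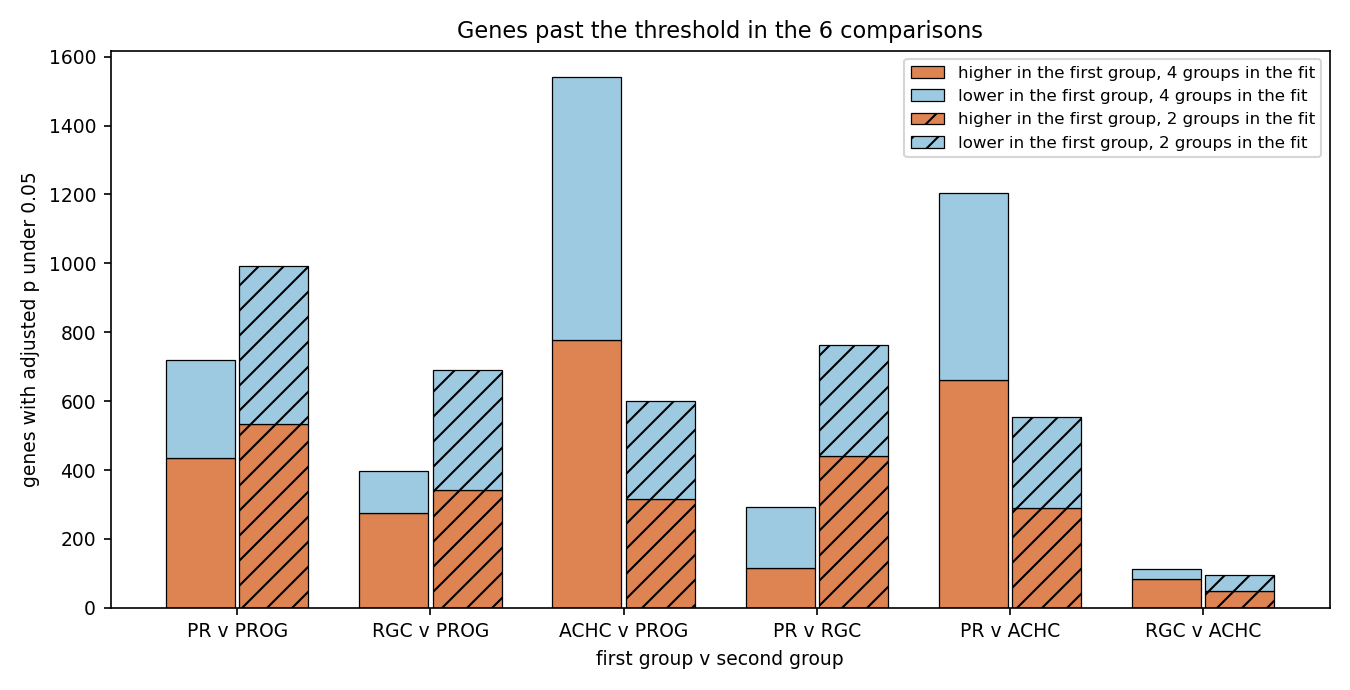
Number of genes past an adjusted p of 0.05 in each of the 6 pairwise comparisons, split by direction, with all 4 groups in the fit (plain bars) or only the 2 compared (hatched bars; PR, photoreceptors; RGC, retinal ganglion cells; ACHC, amacrine and horizontal cells; PROG, progenitors). Amacrine and horizontal cells against progenitors gave the highest count, 1540, with 4 groups in the fit, and photoreceptors against progenitors, 992, with 2.

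Under the rule for named genes, the gene with the largest change in each direction of a comparison was taken. Each was at or below 3 counts in every library of the lower group, so each fold is a lower bound. RCVRN (ENSDARG00000019902, chromosome 16, 13911692 to 13921589) averaged 265 ± 97.8 CPM in photoreceptors and was at least 2050-fold higher there than in progenitors (adjusted p 0.00142). In the other direction, pmp22a (ENSDARG00000105223) averaged 95.1 ± 45 CPM in progenitors, at least 636-fold higher than in photoreceptors. Retinal ganglion cells exceeded progenitors at least 90-fold in SYT11 (ENSDARG00000056105), and progenitors exceeded them at least 245-fold in cd248b (ENSDARG00000077938). Amacrine and horizontal cells exceeded progenitors at least 519-fold in JAGN1 (ENSDARG00000041071), and progenitors exceeded them at least 566-fold in tnn (ENSDARG00000024829). Photoreceptors exceeded retinal ganglion cells at least 128-fold in ENSDARG00000101485, a gene with a clone-based name, and were exceeded at least 86-fold in irx4b (ENSDARG00000036051). They exceeded amacrine and horizontal cells at least 398-fold in CA7 (ENSDARG00000045139), and were exceeded at least 254-fold in tshz3a (ENSDARG00000087394). Retinal ganglion cells exceeded amacrine and horizontal cells at least 70-fold in MTMR12 (ENSDARG00000059817), and were exceeded at least 299-fold in TFAP2E (ENSDARG00000008861). TFAP2E averaged 41.2 ± 32.1 CPM in amacrine and horizontal cells (SD, n = 5).

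To find what set one population apart, genes higher than in each of the other 3 groups were counted. There were 48 in photoreceptors, 27 in amacrine and horizontal cells, 33 in progenitors and 0 in retinal ganglion cells. At an unadjusted p under 0.05 the counts were 180, 142, 116 and 4. In 262, 106, 173 and 12 genes, in the same order, every library of the group lay above all 15 others, where chance gives 0.0064% of 13838 genes. The only gene past the threshold in retinal ganglion cells without a fold minimum was cdca3 (569 ± 98.9 CPM against 230 to 307 in the other groups), named after its values were seen. Retinal ganglion cells had the highest mean of the 4 groups in 17.1% of genes, against 26.2% to 30.4% for the others. Of the alternatives, voom moved a count most, from 48 to 337 in photoreceptors. Without amacrine and horizontal replicate 1, 94 genes were enriched in photoreceptors and 74 in progenitors. Without photoreceptor replicate 1, 50 were enriched in progenitors, and without photoreceptor replicate 3, 30 in photoreceptors. The amacrine and horizontal count was 17 without retinal ganglion replicate 2 and 16 without replicate 3. The retinal ganglion count was 1 without retinal ganglion replicate 5, without amacrine and horizontal replicate 5 or without progenitor replicate 4.

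Among the genes enriched in photoreceptors, GUK1 (ENSDARG00000005776, chromosome 8, 18230948 to 18239498) averaged 15.2 ± 6.79 CPM and had 0 counts in all 15 other libraries, so it was at least 102-fold higher (largest adjusted p of the 3 comparisons 0.00749). The bounds were 119-fold for ENSDARG00000101485, 94-fold for kctd12b (ENSDARG00000037507) and 82-fold for SCAMP5 (ENSDARG00000040274). ATP1B2 (ENSDARG00000034424) averaged 181 ± 59.9 CPM in photoreceptors and was higher than in retinal ganglion cells by 5.85 on the log2 scale (SE 1.43, adjusted p 0.0313). That difference fell short of the threshold without photoreceptor replicate 2 (5.87), 3 (5.74), 4 (5.79) or 5 (5.82), without retinal ganglion replicate 1 (5.53), 2 (5.59), 4 (5.69) or 5 (6.16), and without amacrine and horizontal replicate 2 (5.86).

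Among the genes enriched in amacrine and horizontal cells, tfap2a (ENSDARG00000059279, chromosome 24, 8721676 to 8732519) averaged 616 ± 129 CPM there and 13.9 ± 6.14 in retinal ganglion cells, the nearest group, a log2 difference of 5.46 (SE 1.04, adjusted p 0.0118). MYL7 (ENSDARG00000019096, chromosome 8, 40457107 to 40464935) averaged 71.9 ± 36.5 CPM and exceeded retinal ganglion cells by 6.92 (SE 1.35, adjusted p 0.0135). TFAP2E exceeded progenitors by 6.47 (SE 1.84, adjusted p 0.0325). It fell short of the threshold without amacrine and horizontal replicate 4 (6.37) or 5 (5.92), or without progenitor replicate 1 (6.16), 3 (6.12), 4 (6.16) or 5 (6.12). LHX9 (122 ± 80.3 CPM) exceeded photoreceptors by 2.81 (SE 0.49, adjusted p 0.00356), and NRP2 (106 ± 35.6 CPM) exceeded progenitors by 2.68 (SE 0.58, adjusted p 0.00472).

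The 5 genes named for progenitors had at most 3 counts in every neuron library. They were CTHRC1 (ENSDARG00000087198, chromosome 19, 12915498 to 12927089), with 27.9 ± 12.8 CPM and at least 186-fold higher, cd34 (43.2 ± 38.2 CPM, at least 289-fold), cd248b (33.7 ± 24.2 CPM, at least 225-fold), PDGFRL (11.3 ± 13.3 CPM, at least 76-fold) and PRSS35 (22.8 ± 13.8 CPM, at least 152-fold; SD, n = 5 each). Progenitor replicate 4 held 34.1 CPM of PDGFRL, and without it the mean was 5.68 CPM, under the 10 CPM asked of a named gene, and the bound 38-fold. With the replicate number as a block, CTHRC1 and PDGFRL, and GUK1 and ATP1B2 among the photoreceptor genes, fell short of the threshold. A list of mesenchyme genes scored 3.53 ± 0.50 in progenitors against 0.14 ± 0.07 in the 15 other libraries.

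A set of 113 genes was higher in all 3 neuron groups than in progenitors, and in 58 of them every neuron library lay above every progenitor library. In simulated unchanged groups that shared the progenitor libraries the highest such count was 1, although fold changes then correlated at a median of 0.50 through the shared libraries. Those groups were simulated with equal spread, which the real groups did not have. Without progenitor replicate 5 the count was 75. Of the alternatives, the DESeq2 Wald test moved it most, to 262, and the fits with only the groups compared gave 52. Of the 113 genes, epn1b (ENSDARG00000079847) changed most among those that met the rule for named genes. It was at least 87-fold higher in retinal ganglion cells, the lowest of the neuron groups. Next came PANX1 (ENSDARG00000014910), SNAP25 (ENSDARG00000058117), SAMD7 (ENSDARG00000060354) and six7 (ENSDARG00000070107). The smallest of the 3 log2 differences was 6.47 in PANX1 (SE 1.25, adjusted p 0.00442), 6.38 in SNAP25 (SE 1.04, adjusted p 0.00103), 5.90 in SAMD7 (SE 0.86, adjusted p 2.71e-04) and 5.5 in six7 (SE 0.70, adjusted p 8.27e-05). SAMD7 and six7 were also among the genes enriched in photoreceptors. SAMD7 averaged 346.4 CPM there, 25.65 in retinal ganglion cells and 28.51 in amacrine and horizontal cells. For six7 the means were 731.2, 140.9 and 138.1 CPM in the same order. Whether photoreceptor RNA or cells carried over account for the lower values was not tested for these genes.

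How far known cell type genes marked the sorted groups was examined with the fixed lists. Of the 12 photoreceptor list genes tested, 12 had their highest mean in photoreceptors, and 4 (six7, crx, neurod1 and tulp1a) passed the threshold against each other group over all genes, with 11 when adjusted over the list alone. Of 14 amacrine and horizontal genes, 13 had their highest mean in their group, 2 (barhl2 and tfap2a) passed over all genes and 7 when adjusted over the list alone. Of 24 cell cycle genes, 13 had their highest mean in progenitors, 1 (rrm1) passed over all genes and 2 (rrm1 and mcm3) when adjusted over the list alone. Of 10 progenitor genes, 7 had their highest mean in progenitors, 0 passed over all genes, 2 (dlc and id1) when adjusted over the list alone and 3 at an unadjusted p under 0.05. Of 14 ganglion cell genes, 1 had its highest mean in retinal ganglion cells, and 0 passed over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Of the alternatives, voom gave the largest change in the number of list genes, from 4 to 10 for the photoreceptor list.

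Single libraries decided some list counts. The photoreceptor count was 1 without photoreceptor replicate 4, and 2 without photoreceptor replicates 2, 3 or 5 or retinal ganglion replicates 1, 2, 3 or 4. The amacrine and horizontal count was 1 without retinal ganglion replicate 2 or 3 and 4 without progenitor replicate 2. The progenitor count was 1 without retinal ganglion replicate 2 or amacrine and horizontal replicate 1. The cell cycle count was 4 without photoreceptor replicate 1 and 2 without amacrine and horizontal replicate 1.

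Compared with progenitors alone, 8 of the 14 ganglion cell list genes were higher in retinal ganglion cells and 0 lower, past the threshold over all genes. Against photoreceptors 1 was higher and 0 lower, and against amacrine and horizontal cells 0 were higher and 1 lower. The mean ganglion cell list score was 5.10 ± 0.22 in retinal ganglion cells, 5.89 ± 0.18 in amacrine and horizontal cells, 2.87 ± 1.15 in photoreceptors and 1.56 ± 0.58 in progenitors (SD, n = 5 each). All 5 retinal ganglion libraries scored below all 5 amacrine and horizontal libraries, with a difference of -0.79 (exact permutation p 0.0079, the smallest possible, adjusted over 15 tests 0.0085). They scored above all photoreceptor libraries by 2.23 and above all progenitor libraries by 3.54, with the same p-values.

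Each of the other lists scored highest in its own group. The photoreceptor list scored 7.96 ± 0.47 in photoreceptors, against 5.03 ± 0.40 in retinal ganglion cells, 4.51 ± 0.62 in amacrine and horizontal cells and 2.12 ± 0.48 in progenitors. The amacrine and horizontal list scored 7.51 ± 0.16 in its group, against 5.27 ± 0.29 in retinal ganglion cells, 3.56 ± 0.45 in progenitors and 3.18 ± 0.42 in photoreceptors. The progenitor list scored 8.45 ± 0.14 in progenitors, 7.89 ± 0.28 in retinal ganglion cells, 7.52 ± 0.29 in photoreceptors and 7.42 ± 0.17 in amacrine and horizontal cells. The cell cycle list scored 8.25 ± 0.13 in progenitors, 7.84 ± 0.15 in photoreceptors, 7.77 ± 0.11 in retinal ganglion cells and 7.14 ± 0.09 in amacrine and horizontal cells (SD, n = 5 each). In 11 of these 12 comparisons the libraries did not overlap (exact permutation p 0.0079, adjusted 0.0085). The progenitor list differed between progenitors and retinal ganglion cells by 0.56, with some overlap (exact permutation p 0.016, adjusted 0.016).

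**Figure D4:**
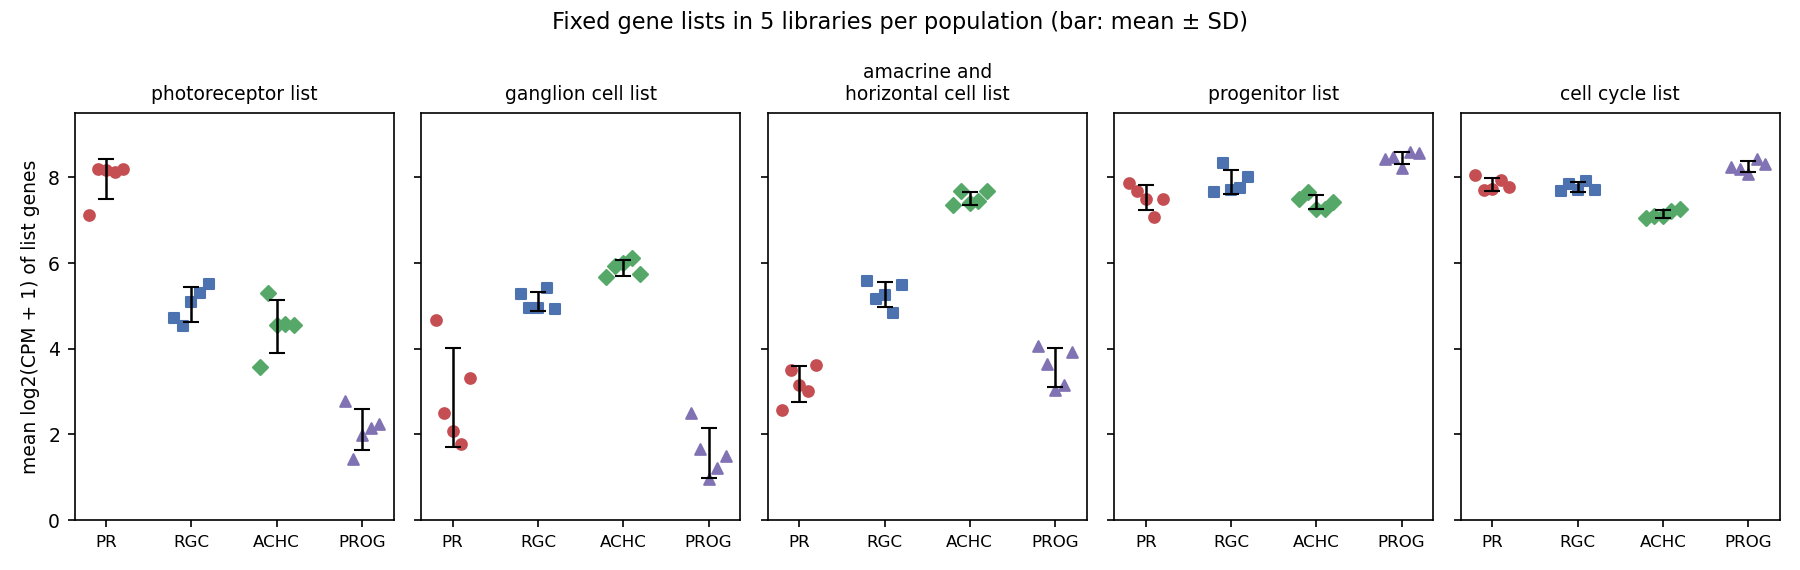
Score of each gene list (mean log2 of CPM plus 1) in the 5 libraries of each population, with bars at the mean ± SD (PR, photoreceptors; RGC, retinal ganglion cells; ACHC, amacrine and horizontal cells; PROG, progenitors). The ganglion cell list is the only one of the 5 whose own group does not have the highest mean (5.10 against 5.89 in amacrine and horizontal cells).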

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

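In this part, the tests of the track range, of the stage of the pool and of cells of other fractions were chosen only after the result was seen. Each measure was examined in each group of 5 libraries, in 91 groups, for a library whose gap to the nearest other exceeded 0.71 of the range of the group. This held in 5 groups, and chance alone gives 4.5 (1 in 20).

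Photoreceptor replicate 1 lay apart in the photoreceptor list score, at 7.12 against 8.11 to 8.18 in the other 4. Its total was the lowest, 21.2 M, but thinning the other 4 libraries to that total left their lowest score at 8.11, which argues against depth. Cells of the ganglion cell or amacrine and horizontal fractions stay open. The amacrine and horizontal list score was 2.58, the lowest of the 5 photoreceptor libraries. However, of its 14 genes 5 were highest in this library, among them onecut1 (45.9 CPM, against at most 12.4 in the other 4). Of these 5, slc32a1 and lhx1a had 1 count each, so their rank says little. Another 6 genes were lowest, among them prdm13 (0 CPM, against at least 13.1). Of these 6, tfap2b had 1 count, against 3 in replicate 2. The ganglion cell list score was the highest, 4.66. Shares of the mean of the other 4 libraries differed between list genes, from 9.8% for syt5b to 97.6% for crx and 126.1% for thrb, and rs1a had no counts. A different make-up of the sorted photoreceptors, such as fewer mature cells, may remain, and it was not tested. Without this library the score differences of photoreceptors were 3.13, 3.65 and 6.05.

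The same library was low in ENSDARG00000101485, one of the genes enriched in photoreceptors, at 6.82 CPM against 18.8 to 23.4. No separate explanation was tested for that gene.

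Retinal ganglion replicate 1 had 3858.1 CPM of atoh7, against 1833.6 to 2276.5 in the other 4. Replicate 1 was also the highest in atoh7 in the other 3 groups. A chance order of the replicates would give 22.1 genes of 13838 with replicate 1 highest in all 4 groups, and 57 were found, which argues against it for the genes as a set. The same held for each of the other replicates, at 31 to 94 genes. The track range stays open, since replicate 2 of the 3 groups that shared it differed from replicates 3 to 5 by 1.04, -0.17 and -0.61 on the log2 scale (mean 0.09), on both sides of 0. An earlier stage of the pool was examined through the cell cycle list score, which was highest in replicate 1 in 1 group, and this does not decide it. Another difference between pools of embryos also stays a candidate explanation. Without retinal ganglion replicate 1 the atoh7 difference from progenitors was 1.32.

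CTHRC1 was low in progenitor replicate 5, at 5.36 CPM against 29.7 to 36.6, and PRSS35 was high in progenitor replicate 4, at 47.16 CPM against 14.1 to 19.8. Both genes had at most 3 counts in every neuron library, and in progenitors mesenchymal cells are a candidate source (list score difference 3.39). Other progenitor genes moved with each of them. In replicate 5, cd248b (3.84 CPM) and PDGFRL (1.01 CPM) were also at their lowest, and in replicate 4 they were at their highest (67.6 and 34.1 CPM). On the other hand, col1a1a was at its lowest in replicate 4 (1.98 CPM). A changed share or make-up of such cells stays open. Chance, with 4.5 such groups in 91, stays open.

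The atoh7 differences from progenitors themselves differed between photoreceptors and retinal ganglion cells, by -2.58 on the log2 scale (adjusted p 0.00804 in edgeR), with the first at -1.01 and the second at 1.58. Both groups were sorted with the ath5 reporter on. Reads of the transgenes could not be separated here, and neither a technical explanation nor the biological one, a change of atoh7 with cell type, was tested further.

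Spike-in sequences, which entered no comparison, had 6 counts in amacrine and horizontal replicate 1, above the 3 that a count of 0 allows, and 0 to 5 in the others. More than 3 were found in 4 libraries. The highest value came in the library with the highest total, 30.8 M. Such counts are 1.9e-05% of that library at most, and no explanation was tested.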

How the results depend on the processing

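All tests here follow alternatives listed before the data were examined, except voom with library weights and the settings of the list scores, which were chosen after seeing the data. For each result that changed, the cause was not tested unless stated. Counts are given for photoreceptors, retinal ganglion cells, and amacrine and horizontal cells against progenitors, then photoreceptors against retinal ganglion cells, photoreceptors against amacrine and horizontal cells, and retinal ganglion cells against amacrine and horizontal cells.

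The DESeq2 Wald test raised the 6 counts to 1376, 924, 2491, 717, 2085 and 696 genes, against 718, 398, 1540, 292, 1205 and 114. In simulated counts with known changes DESeq2 also called more of the changed genes and 81 unchanged ones, against 3 for edgeR. It gave 109 enriched genes in photoreceptors, 1 in retinal ganglion cells, 75 in amacrine and horizontal cells and 71 in progenitors, and 262 genes higher in all 3 neuron groups. The photoreceptor list had 7 genes past the threshold, the amacrine and horizontal list 6 and the cell cycle list 2. The atoh7 difference between retinal ganglion cells and progenitors, 1.54, passed.

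With only the 2 compared groups in each fit, 691 genes passed in retinal ganglion cells and 600 in amacrine and horizontal cells against progenitors, 764 between photoreceptors and retinal ganglion cells and 553 between photoreceptors and amacrine and horizontal cells. There were 79 enriched genes in photoreceptors and 52 higher in all 3 neuron groups. List counts were 7 for photoreceptors, 5 for amacrine and horizontal cells and 1 for progenitors. The ptf1a difference between amacrine and horizontal cells and progenitors, 3.39, fell short of the threshold, and the atoh7 difference between retinal ganglion cells and progenitors, 1.57, passed. The atoh7 difference between photoreceptors and amacrine and horizontal cells, -2.16, fell short. These fits hold 10 libraries in place of 20, and each estimates its own spread.

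Voom with library weights gave 2271, 1366, 1789, 2007 and 260 genes in these comparisons, leaving out amacrine and horizontal cells against progenitors, whose count moved by less than 1.5 times. Enriched genes numbered 337, 3, 90 and 195 in photoreceptors, retinal ganglion cells, amacrine and horizontal cells, and progenitors, and 182 genes were higher in all 3 neuron groups. List counts were 10 for photoreceptors, 7 for amacrine and horizontal cells, 3 for progenitors and 6 for the cell cycle. The ptf1a difference between amacrine and horizontal cells and retinal ganglion cells reversed to -0.54, short of the threshold either way. The atoh7 difference from progenitors passed in photoreceptors (-1.90) and in retinal ganglion cells (1.51).

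A threshold of 0.01, which by construction admits fewer genes, left 335, 170, 594, 141, 427 and 36 genes. It left 20 enriched genes in photoreceptors, 11 in amacrine and horizontal cells and 54 higher in all 3 neuron groups, and list counts of 1 for photoreceptors and 0 for amacrine and horizontal cells (7 at an unadjusted p under 0.05). The crx difference between photoreceptors and amacrine and horizontal cells, 1.14, the ptf1a differences of amacrine and horizontal cells, 3.43, and retinal ganglion cells, 3.30, from progenitors, and the atoh7 difference between photoreceptors and amacrine and horizontal cells, -2.19, fell short of it. Without a fold minimum, 1 gene was enriched in retinal ganglion cells. The cell cycle list had 2 genes past the threshold with upper quartile factors, with a filter at a mean of 50 counts and with the track range as a covariate. With the track covariate the atoh7 difference in retinal ganglion cells, 1.51, passed.

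With the replicate number as a block, the amacrine and horizontal list had 4 genes past the threshold and the cell cycle list 2. The atoh7 difference from progenitors passed in photoreceptors (-1.32) and retinal ganglion cells (1.53), and the ptf1a difference between retinal ganglion cells and progenitors, 3.35, fell short. Among the single genes, GUK1, ATP1B2 (6.13), CTHRC1 and PDGFRL fell short of the threshold. The block changed no other call among the 14 reporter differences and 32 single-gene results recomputed, and it moved none of the 6 pairwise counts by more than 1.5 times.

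DESeq2 size factors in edgeR, no filter on low counts and thinning to the smallest total moved none of these counts or reporter differences across a threshold or by more than 1.5 times. No scaling alternative moved the median log2 fold change of all genes by over 0.1, and none moved the share of genes higher by 10 percentage points. Other models did. With the block and in voom the median was 0.262 and 0.356 for photoreceptors against amacrine and horizontal cells (against 0.044), 0.252 and 0.285 for retinal ganglion cells against amacrine and horizontal cells (against 0.051), and -0.152 and -0.172 for amacrine and horizontal cells against progenitors (against 0). In voom it was also 0.155 for photoreceptors against progenitors (against 0.022). The share of genes higher in voom was 48.1% for retinal ganglion cells against amacrine and horizontal cells (against 72.8%). It was 54.7% for photoreceptors against retinal ganglion cells (against 39.7%) and 55.6% for retinal ganglion cells against progenitors (against 69.1%). In no other comparison did voom move the share by 10 percentage points.

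In the 20 fits that each left out a library, the 6 counts ran from 527 to 1127, from 254 to 657, from 1116 to 1682, from 202 to 527, from 698 to 1275 and from 68 to 235. The highest of the first 4 came without amacrine and horizontal replicate 1, as did 1275. Enriched genes ran from 30 to 94 in photoreceptors, from 0 to 1 in retinal ganglion cells, from 16 to 29 in amacrine and horizontal cells and from 28 to 74 in progenitors, and genes higher in all 3 neuron groups from 75 to 162. List counts ran from 1 to 6 for photoreceptors, from 1 to 4 for amacrine and horizontal cells, from 0 to 1 for progenitors and from 1 to 4 for the cell cycle, and the ganglion cell list stayed at 0 (0 at an unadjusted p under 0.05). The libraries that moved these counts by more than 1.5 times are named with the results.

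In the same fits the crx difference of photoreceptors ran from 4.6 to 5.24 against progenitors, from 1.55 to 1.86 against retinal ganglion cells and from 0.99 to 1.29 against amacrine and horizontal cells, the last short of the threshold without photoreceptor replicate 4 or amacrine and horizontal replicates 1 or 3. The ptf1a difference of amacrine and horizontal cells ran from 3.11 to 3.85 against progenitors, from 1.44 to 2.18 against photoreceptors (past the threshold without progenitor replicate 4, 1.71) and from -0.11 to 0.34 against retinal ganglion cells. The reversed values of the last were -0.02 without retinal ganglion replicate 4, -0.03 without amacrine and horizontal replicate 1 and -0.11 without amacrine and horizontal replicate 3. The atoh7 difference from progenitors ran from -1.70 to -0.77 in photoreceptors (past the threshold without photoreceptor replicate 1), from 1.32 to 1.74 in retinal ganglion cells (past it without photoreceptor replicate 1 or amacrine and horizontal replicate 1, both 1.58) and from 0.58 to 1.35 in amacrine and horizontal cells. The differences tested beyond the plan ran from 2.87 to 3.52 (crx) and from 2.98 to 3.72 (ptf1a) in retinal ganglion cells against progenitors, from 3.44 to 4.11 (crx) in amacrine and horizontal cells against progenitors, and for atoh7 in photoreceptors from -3.28 to -2.33 against retinal ganglion cells and from -2.84 to -1.59 against amacrine and horizontal cells. Of these 5, the ptf1a difference fell short of the threshold in 7 of the 20 fits, and the others in none.

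Variance shares kept their side of the threshold under every alternative tried, and ran from 48.4% to 52.9% for the population and from 12.9% to 15.4% for the replicate number without single libraries. The 15 list score differences kept their direction and their side under the pseudocounts, without TMM factors and without single libraries. The 32 results for single genes named by the rule, with 3 of the genes in 2 results each, were compared 991 times, of which 965 gave the same call, 26 fell short of the threshold, and 0 reversed. Of the 26, 6 came with the threshold of 0.01 (ATP1B2, MYL7, tfap2a, PDGFRL, and TFAP2E in both of its results), 4 with the block, 1 (TFAP2E) with only the groups compared, and the rest without single libraries, in ATP1B2 and TFAP2E.

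The depth limits what can be said of genes at the floor. Genes with at most 3 counts in a library lie under 0.097 to 0.142 CPM. The spread between libraries left 2-fold changes mostly undetected even in genes of high mean count, where 10.3% of simulated 2-fold changes were called. Genes of low count were not covered by that simulation.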

Other observations

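Of the tests in this part, those of the splits of the libraries and of the marker lists were set before their results were seen, and the others were chosen only after the result was seen.

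For the 6 pairwise counts, 100 splits of the 10 libraries were compared, in fits with only the groups compared, and in each comparison 1 of the 100 splits, the real one, gave as many genes. The real counts were 992, 691, 600, 764, 553 and 94, and the highest of any other split was 40, 1, 4, 4, 80 and 2. Of the 100 splits, 12, 11, 12, 13, 11 and 12 parted all 5 same-numbered pairs as the real split does, and 1 of those, the real one, was as large in each. Of 100 regroupings of the 20 libraries, 1, the real one, gave as many enriched genes in photoreceptors, in amacrine and horizontal cells and in progenitors, as many genes higher in all 3 neuron groups, and as many photoreceptor, amacrine and horizontal and cell cycle list genes. For the genes enriched in retinal ganglion cells, the ganglion cell list and the progenitor list, the real count was 0, so all 100 of the regroupings gave as many. At an unadjusted p under 0.05 these 3 had 4, 0 and 3 genes. The highest count of any other regrouping for retinal ganglion cells was 23.

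No gene was enriched in retinal ganglion cells, with 4 at an unadjusted p under 0.05. Lower depth is argued against, since a mean of 12172 genes had at least 10 counts in these libraries, against 12273 in photoreceptors, 11732 in progenitors and 9888 in amacrine and horizontal cells. A plain mixture of the other 3 populations is argued against as well. With weights of 28% photoreceptors, 42% amacrine and horizontal cells and 30% progenitors, 0 of 100 simulated mixtures had as many genes above all 15 other libraries as the 12 observed, and the highest had 1. Those 12, named after their values were seen, were CDKN1B, FOXN4, PIF1, cdca3, LPGAT1, ARMT1, RAB10, CDC14B, OTX2, mycla, troap and MYC. FOXN4, for example, averaged 703 ± 87.6 CPM in retinal ganglion cells and 520 ± 90.6 in progenitors. One hypothesis is that the fraction with only the ath5 reporter on may hold precursors as well as ganglion cells, which was not tested apart from this.

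Ganglion cell list genes were more abundant in amacrine and horizontal cells than in retinal ganglion cells in 13 of 14 cases. Carried-over cells with the mean make-up of the ganglion cell fraction could not raise genes above the level of their source, so such cells are argued against. If that fraction is mixed, its ganglion cells alone could exceed its mean, so their carry-over is not decided by this. Swapped labels are argued against by tfap2a, at 616 CPM in amacrine and horizontal cells and 13.9 in retinal ganglion cells. Ganglion cells that also carry the ptf1a reporter, or expression of these genes in amacrine and horizontal cells, stay open.

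In retinal ganglion cells crx stood at 30.3% of its photoreceptor level, and in amacrine and horizontal cells at 45.3%. Carried-over photoreceptor RNA or cells would bring the other list genes in the same share, and over 11 of them the median share was 9.6% and 10.1%, below crx in 5 of 5 libraries in each group. Some list genes in retinal ganglion cells, nr2e3 (32%), neurod1 (32.4%) and thrb (38.4%), matched crx, while tulp1a (7.5%), gngt2a (5.8%) and rcvrna (5.1%) did not. Likewise ptf1a in retinal ganglion cells stood at 91.4% of its amacrine and horizontal level, where the median over the 14 other genes of that list was 17.7%, below ptf1a in 5 of 5 libraries. Their shares differed widely, from 1.1% for slc32a1 and 2.3% for tfap2a to 98.2% for onecut1 and 152.6% for foxn4. Carry-over is thus argued against as the whole cause, and transcription of crx and ptf1a in cells without visible reporter may remain, as a hypothesis.

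Genes found almost only in progenitor libraries could come from cells of other tissues, since that fraction was sorted by the absence of all reporters. The mesenchyme list scored higher in progenitors than in the 15 other libraries by 3.39 (exact permutation p 6.4e-05, the smallest possible, adjusted over 7 lists 0.00023), in 5 of 5 libraries. This test, like those of the other marker lists, asked only for a higher score. All 14 of its genes were found, 7 are among the 33 genes enriched in progenitors, and abundant ones were col5a1 (38.2 CPM) and col1a1a (37.2 CPM). The endothelium list, with 5 of 7 genes found, was higher by 1.13 (adjusted exact p 0.00023) in 5 of 5 libraries. Its most abundant gene, fli1a, averaged 5.2 CPM, however. Without progenitor replicate 3, which held 12.3 CPM, that mean was 3.37 CPM. Without replicate 2 the mean fell from 2.81 to 0.51 CPM for tie1 and from 2.49 to 1.55 CPM for cdh5. For egfl7 it fell from 1.73 to 0.87 CPM without replicate 4. The other lists gave no difference that held in every progenitor library. The differences were 0.07 for lens (3 of 6 genes found, adjusted exact p 0.11, highest crybb1 at 0.2 CPM) and 0.77 for pigment epithelium (6 of 6, adjusted exact p 0.15, highest pmela at 36.5 CPM). Progenitor replicate 2 held 157 CPM of pmela, and without it the mean was 6.46 CPM. That library also held 160 CPM of tyrp1b (mean 3.97 CPM without it), 80.0 CPM of dct (2.1 CPM) and 15.5 CPM of slc45a2 (0.82 CPM). The list genes oca2 and rpe65a averaged at most 0.01 CPM in progenitors. Less pmela was found in retinal ganglion replicate 2 (44.1 CPM), progenitor replicate 1 (24.6 CPM) and amacrine and horizontal replicate 2 (11.4 CPM). In the remaining libraries pmela was at most 6.74 CPM. Pigment cells or their RNA in these libraries, progenitor replicate 2 above all, stay open and were not tested further. The difference was 0.16 for leukocytes (5 of 6, adjusted exact p 0.3). Their highest gene, lcp1, averaged 1.8 CPM in progenitors, but reached 157 CPM in amacrine and horizontal replicate 1. For erythrocytes the difference was 4.35 (4 of 5, adjusted exact p 0.009, highest hbae1.1 at 1381 CPM), in 3 of 5 libraries. The values are consistent with mesenchymal cells and a smaller share of endothelial cells in the triple-negative fraction, and progenitor expression of these genes stays open.

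The globin gene hbae1.1 reached 2105 CPM in amacrine and horizontal replicate 1, and 1566, 1947 and 3393 CPM in progenitor replicates 1, 2 and 5, while hbae1.1 and hbae3 stayed at or below 2.2 CPM in the 16 others. The erythrocyte genes alas2 and slc4a1a had at least 7.3 CPM in each of the 4 libraries and at most 0.44 CPM in the 16 others, which is consistent with erythrocytes or their RNA in those 4. Progenitor replicates 3 and 4 had 0.38 and 0.39 CPM of hbae1.1 but 34.9 and 29.7 CPM of CTHRC1, so erythrocytes do not account for the progenitor genes. Amacrine and horizontal replicate 1 also held 157 CPM of the leukocyte gene lcp1, against at most 7.75 CPM in any other library, and leukocytes or their RNA there were not tested.

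MYL7, named for its enrichment in amacrine and horizontal cells at 43.1 to 134 CPM, is a heart muscle gene in other contexts. Of the 9 heart muscle list genes, 7 were found, and their score differed by -0.12 (adjusted exact p 0.75, for a higher score only). The highest of them in amacrine and horizontal cells, actc1a, averaged 0.22 CPM there, which argues against heart cells in that fraction. In progenitors actc1a, one of the 33 genes enriched there, averaged 7.58 CPM and myl4 4.95 CPM, with 26.6 and 24.7 CPM in replicate 4, and muscle cells in that fraction were not tested. Expression from a marker cassette of a reporter transgene may be a candidate explanation, and it was not tested.

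Photoreceptor libraries held cell cycle genes at a median of 76.5% of their progenitor level, over 24 genes. Progenitor cells carried over at that share would bring the progenitor list genes with them, and 6 of 10 lay below it in all 5 photoreceptor libraries, among them dlc at 10.6% and sox2 at 23.4%. Others lay above it, such as ccnd1 (178.9%) and fabp7a (281.0%). Cells in the photoreceptor fraction that still divide may remain, as an untested hypothesis.

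Amacrine and horizontal replicate 1 had few genes with at least 10 counts, 7031, at a total of 30.8 M, the highest of all, which argues against lower depth. Fewer amplified molecules may remain, and were not tested. More genes passed the threshold for amacrine and horizontal cells (1540) than for photoreceptors (718) against progenitors. With only the compared groups in each fit, the counts were 600 and 992. This is consistent with the shared estimate of the spread as the source of that order, since the spread fitted within amacrine and horizontal cells alone was larger (2.3) than that of all groups (1.26).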
